A study of Mus musculus with 6 samples. Its data were reported in "Identification of X-chromosomal genes that drive sex differences in embryonic stem cells through a hierarchical CRISPR screening approach" (2021).

How the data were processed

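Total RNA of 1.8 XX and XO mouse embryonic stem cells was sequenced, with 3 libraries per group. Per the study's methods, stranded total RNA libraries were sequenced as read pairs and aligned with STAR to mm10 (GRCm38), and fragments were counted over Ensembl genes. The versions, the annotation release and the strand setting are not given in the sources used here. Per the labels, STAR and edgeR were the tools. The deposited table of counts held 52636 genes and 4 summary lines, and a second table held RPKM, which the authors computed with edgeR. Tested on the files, the deposited RPKM were counts per kb of gene span, introns included, and per unit of a scaled library size. Both RPKM and lengths were used only in alternatives. Of the counted genes, 99.7% were found in GENCODE M21, with the same chromosome in 100% of matched genes and the same length in 99.5%, and its GRCm38 coordinates (1-based) were used.

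Of all fragments, 57.2 to 63.1% were counted in genes. The summary lines were left out of library sizes and tests. They held 16.8 to 21.1% in no counted gene feature, 13.1 to 13.6% mapping to several places, 1.05 to 1.21% ambiguous between genes and 5.36 to 7.58% unmapped. Whether fragments in no counted feature lay in introns or between genes is not given. Gene counts per library ran from 24909649 to 29844043. Fragments carried no molecular identifiers, so floors and intervals cover counting error only. Where a group had 0 counts, a bound was set at 3 counts over the group, and with 1 to 3 counts the ratio is given with an exact binomial 95% interval. No pair of replicates agreed within sampling noise (chi-square per degree of freedom 9.33 or more).

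Groups came from the sample titles. Before the data were examined, the tests, gene lists, alternatives and the rule for named genes were fixed. Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalisation, filterByExpr, robust quasi-likelihood fit) without a replicate term, as XX minus XO. P-values were adjusted by Benjamini-Hochberg over the 17616 tested genes at 0.05, and autosomal genes also had to change by over 0.5 on the log2 scale. For X-linked genes, a second fit with an offset of log 2 in XX tested departure from a log2 fold change of 1, adjusted over X-linked genes. Gene sets were tested with camera from limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, and with fry, over lists with 3 or more tested members. Of 24 lists, 23 could be tested. In fry, which asks whether a set moves one way without reference to other genes, 16 passed. Chromosomes and 10 Mb windows with 10 or more genes were tested in camera against the other autosomal genes. Shares per library were compared by exact two-sided permutation, which cannot go below p = 0.1 here.

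Named genes were the screen candidates, up to 4 members of each list with the smallest p, the 8 autosomal and 5 X-linked genes furthest in each direction and the 3 most abundant members of a region that stands apart. The furthest genes had to have a mean of 1 CPM or more, groups that did not overlap and a symbol that is not a predicted-gene name. Some genes that meet the rule are not reported here. A region was taken to stand apart where camera passed with both correlations, a limit chosen after seeing the data. The genes of chromosome 14, and those outside this rule that went against or did not follow their list (Klf2, Zfp42, Dppa3 and Grhl2), were named after their values were seen.

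On simulated counts with the real means and dispersions, over 10 data sets of 17616 genes, the test of XX against XO recovered 38.4% of genes changed by 0.5 on the log2 scale, 79% at 1, 98.4% at 2 and 100% at 4. Each size was given to 50 genes. Of the calls of this test 9.46% were false, above the 5% aimed at. In the real data 9483 genes passed, far more than were changed in the simulation. Neither the recovered nor the false shares need therefore hold for the real data. For X-linked genes off 2-fold, only 1 data set of 635 genes was simulated, with 40 unchanged and 40 4-fold genes. Of these, 97.5% of unchanged and 90% of 4-fold genes were recovered, with 3.85% false calls.

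Alternatives were DESeq2 1.42.0 in place of edgeR, its size factors, scaling on autosomal genes, no or a stricter filter on low counts, the replicate number as a block, each library left out, limma on log2(RPKM + 0.1) and log2(RPKM + 1), X-linked genes without multicopy families, unadjusted p, autosomal genes and lists without shifted regions, lists without X-linked members, an estimated correlation and 20 Mb windows. Removal of a trend on GC content and transcript length was added after seeing the data. Figures were drawn with matplotlib 3.10.9.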

Results

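The data were RNA sequencing libraries of 1.8 cells, a female mouse embryonic stem cell line with 2 X chromosomes (XX), and of a derivative that had lost 1 X chromosome (XO). Both groups held 3 libraries of total RNA from cells grown without feeders in serum and LIF, the cytokine that maintains self-renewal, so that 6 libraries were compared. In embryonic stem cells both X chromosomes are active, and the comparison asked which genes follow the number of X chromosomes. Gene counts summed to between 24909649 and 29844043 fragments per library, and the XX mean was 0.923 of the XO mean (exact two-sided permutation test, p = 0.2). Between 26101 and 28822 genes were detected in 5 of the libraries, and 32848 in XX replicate 3. Fragments in no counted gene feature, which may include introns, made up 25.6 ± 0.997% of uniquely mapped fragments in XX and 22.0 ± 1.25% in XO (SD, n = 3; exact two-sided permutation test, p = 0.1, the smallest possible). Levels are given as CPM, counts scaled to a common normalised library size. The labels do not say whether the replicates were separate cultures, so p-values measure only the spread between these libraries.

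The first comparison concerned X-linked genes that the study's CRISPR screens, rather than these libraries, had picked as candidate mediators of the X dosage effect. Dusp9, a phosphatase that inactivates Erk, was 4.21-fold higher in XX (346 ± 10.4 against 82.2 ± 8.10 CPM, SD, n = 3). Klhl13, a substrate adaptor of a ubiquitin ligase, was 3.19-fold higher (1111 ± 36.3 against 348 ± 23.9 CPM). The ferritin-like genes Fthl17e and Fthl17f had few or no counts in XO. Fthl17e had 107 counts over the XX libraries and 0 over the XO libraries, so that it was at least 38.3-fold higher in XX with 3 counts over the group as the floor, and Fthl17f was 20.3-fold higher. The cohesin subunit Stag2 was at 215 ± 26.0 CPM in XX and 200.5 ± 13.3 in XO.

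**Figure D1:**
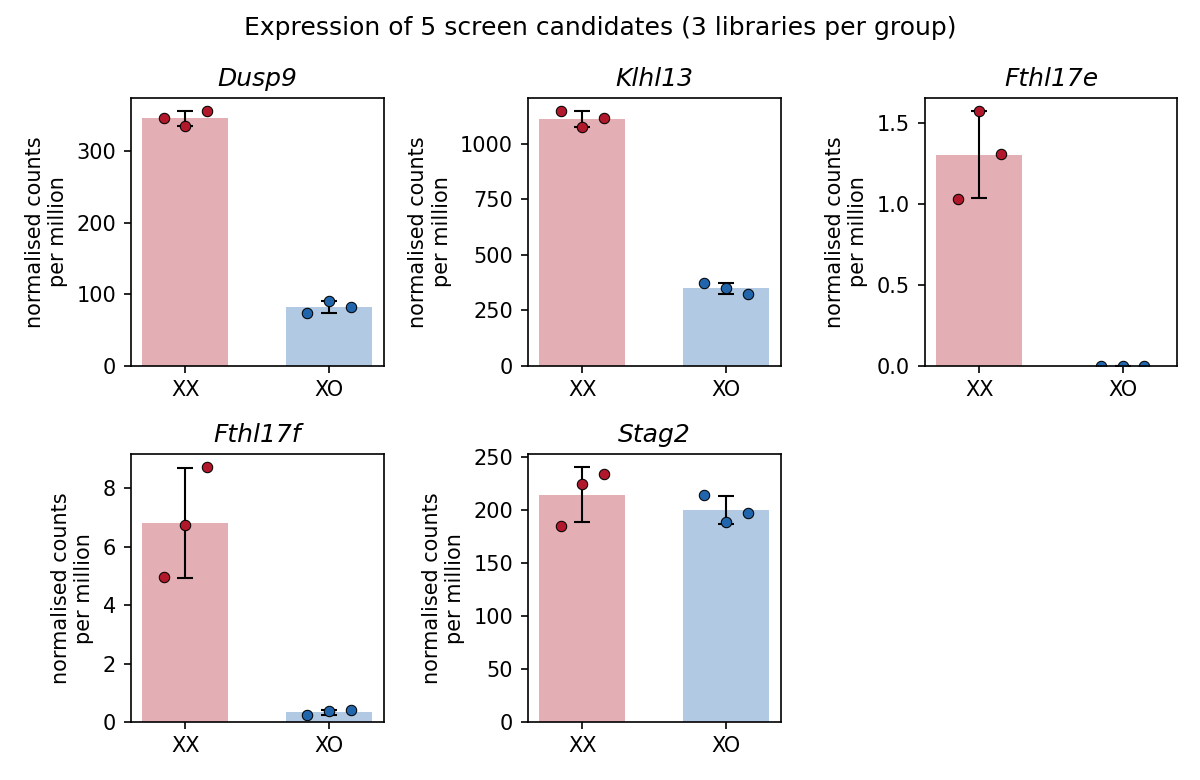
Normalised CPM (y axis, linear, from 0) of 5 candidates in XX and XO; points are the 3 libraries of a group, bars their mean and error bars the SD. Dusp9, Klhl13, Fthl17e and Fthl17f lay higher in XX, and the groups overlapped for Stag2.

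In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 candidates were higher in XX, with the same count adjusted over the list alone. The log2 fold changes were 2.07 ± 0.08 for Dusp9 (SE, adjusted p = 1.0e-09), 1.67 ± 0.07 for Klhl13 (adjusted p = 2.16e-09), 4.34 ± 0.29 for Fthl17f (adjusted p = 1.06e-07; 3.89e-06 for Fthl17e) and 0.10 ± 0.09 for Stag2 (adjusted p = 0.35). Dusp9 and Klhl13 also exceeded the 2-fold difference of the X copies, by 1.07 and 0.67 on the log2 scale (adjusted p = 7.3e-08 and 1.69e-06), whereas Stag2 lay below it by more than the spread (adjusted p = 1.39e-06). As a list the candidates stood above other genes in camera (adjusted p = 3.11e-05, and adjusted p = 0.123 with an estimated correlation). The whole list is X-linked and the other genes are mostly autosomal, so the shift of X-linked genes as a whole can contribute to this. Without XX replicate 1 the Stag2 difference of 0.20 passed the test (adjusted p = 0.0341; 0.0341 to 0.741 over the alternatives). Fthl17e and Fthl17f are related copies of 1 gene cluster, so their levels are uncertain where reads fit both. For their difference, the paper proposes that maternal imprinting limits the cluster to the paternal X, probably the copy lost in XO. That was not tested here.

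In the annotation of GRCm38, the candidates named here are X-linked protein-coding genes. Dusp9 (ENSMUSG00000031383) spans 73639419 to 73643514 on the plus strand and Klhl13 (ENSMUSG00000036782) 23219271 to 23365082 on the minus strand. Of the 3 X-linked genes named by the study as the strongest MAPK activators of its screen, a part of those that scored, 2 were higher, also adjusted over the list alone. Klf8 rose 3.82-fold and Eras 1.64-fold in XX, while Nr0b1 was at a log2 fold change of -0.06 ± 0.09 (SE, adjusted p = 0.593, edgeR). That list passed camera (adjusted p = 0.0219, and adjusted p = 0.319 with an estimated correlation). The test sets it against mostly autosomal genes, so the shift of X-linked genes as a whole can account for the pass. The list's median log2 fold change of 0.71 lay below the X-linked median of 0.96.

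The second comparison asked how X-linked genes as a whole followed the copy number. They were 1.95-fold higher in XX at the median (log2 fold change 0.96, quartiles 0.40 and 1.58), over 646 tested genes. Of these, 476 were higher in XX, 53 were lower and 117 did not pass the test. Per 100 autosomal counts, the X chromosome gave 6.37 ± 0.0966 in XX and 3.36 ± 0.0802 in XO (SD, n = 3), a ratio of 1.90 (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). In camera, a test of the set against autosomal genes, X-linked genes stood apart (p = 1.33e-37 with a preset correlation, p = 0.00214 with an estimated correlation). On log2(RPKM + 1), a scale that shrinks the changes of low genes, the X-linked median was 0.33.

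The 2-fold difference did not hold gene by gene. Of the 646 genes, 444 departed from 2-fold, 213 of them above and 231 below (edgeR with an offset of log 2 in XX, adjusted p under 0.05). Among those below, 82 were still higher in XX and 96 did not pass the test of XX against XO. On log2(RPKM + 1), 53 genes lay above 2-fold and 520 below. That scale shrinks the changes of low genes, so these counts do not measure the balance around 2-fold. The X-linked genes furthest up were members of the Xlr family, X-linked lymphocyte-regulated genes present in several copies, with 1 exception, the aminopeptidase gene Xpnpep2. Xlr5b had 759 counts in XX and 1 in XO, a ratio of 815 (95% counting interval 146 to 32252), Xlr4a rose 159-fold and Xlr3a 141-fold. Without XO replicate 1, which held that count, Xlr5b was at least 181-fold higher. Without XO replicate 3, Xlr4a was at a log2 fold change of 8.06, against 7.31 with all libraries. Xlr4a then had 3 XO counts (ratio 291, 95% counting interval 99.5 to 1415). Among the genes furthest down were Fndc3c1, at a log2 fold change of -2.89 ± 0.19 (SE), Kis2 at -2.51 ± 0.17, Map7d3 at -2.38 ± 0.11 and Ripply1 at -2.04 ± 0.19. Reads of the Xlr copies cannot be assigned with certainty, and without such multicopy families the X-linked median was 0.95.

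Genes of the X-inactivation centre went in both directions, with 4 of 7 tested members higher in XX and 3 lower, counted over all genes and adjusted over the list alone (camera adjusted p = 0.528). Xist, the RNA that coats the inactive X, was at 1.07 ± 0.372 CPM in XO and rose 4.37-fold, its antisense partner Tsix rose 2.22-fold and Chic1 2.62-fold. Xist and Tsix overlap on opposite strands and the strand setting of the counting was not given, so their reads cannot be told apart here. Of 7 genes that escape X inactivation, 6 were higher in XX, among them the histone demethylases Kdm5c (1.94-fold) and Kdm6a (1.72-fold), with the same count adjusted over the list alone (camera adjusted p = 0.00253, and adjusted p = 0.285 with an estimated correlation). Their median log2 fold change of 0.71 lay below the X-linked median of 0.96. The camera pass, against mostly autosomal genes, therefore does not set escape genes apart from other X-linked genes. The 7 Y-linked genes of the fixed list had 0 counts in every library.

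The third comparison covered autosomal genes. Naive pluripotency factors, which mark the ground state, were higher in XX: 9 of 12 rose, Klf2 fell, and Zfp42 and Dppa3 did not pass the test (log2 fold changes -0.12 ± 0.08 and 0.06 ± 0.11, SE), with the same counts adjusted over the list alone. Tbx3 rose 14.5-fold, Nanog 5.32-fold, Prdm14 3.67-fold and Klf4 3.60-fold. Targets of the MAPK pathway, which drives exit from self-renewal, were lower: 14 of 17 fell and only Grhl2 rose. Dusp6 fell by 2.44 ± 0.11 on the log2 scale (SE), Dusp4 by 2.21 ± 0.13, Spred1 by 1.69 ± 0.09 and Etv4 by 1.64 ± 0.10, the first 3 being feedback inhibitors of the pathway. Of these calls, that of Esrrb, a naive factor, was lost on log2(RPKM + 0.1) and log2(RPKM + 1) (adjusted p = 0.0517 and 0.0539, with 0.00166 to 0.0539 over the alternatives), and that of Grhl2 on log2(RPKM + 0.1) (adjusted p = 0.0533, with 0.000409 to 0.0533 over the alternatives).

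**Figure D2:**
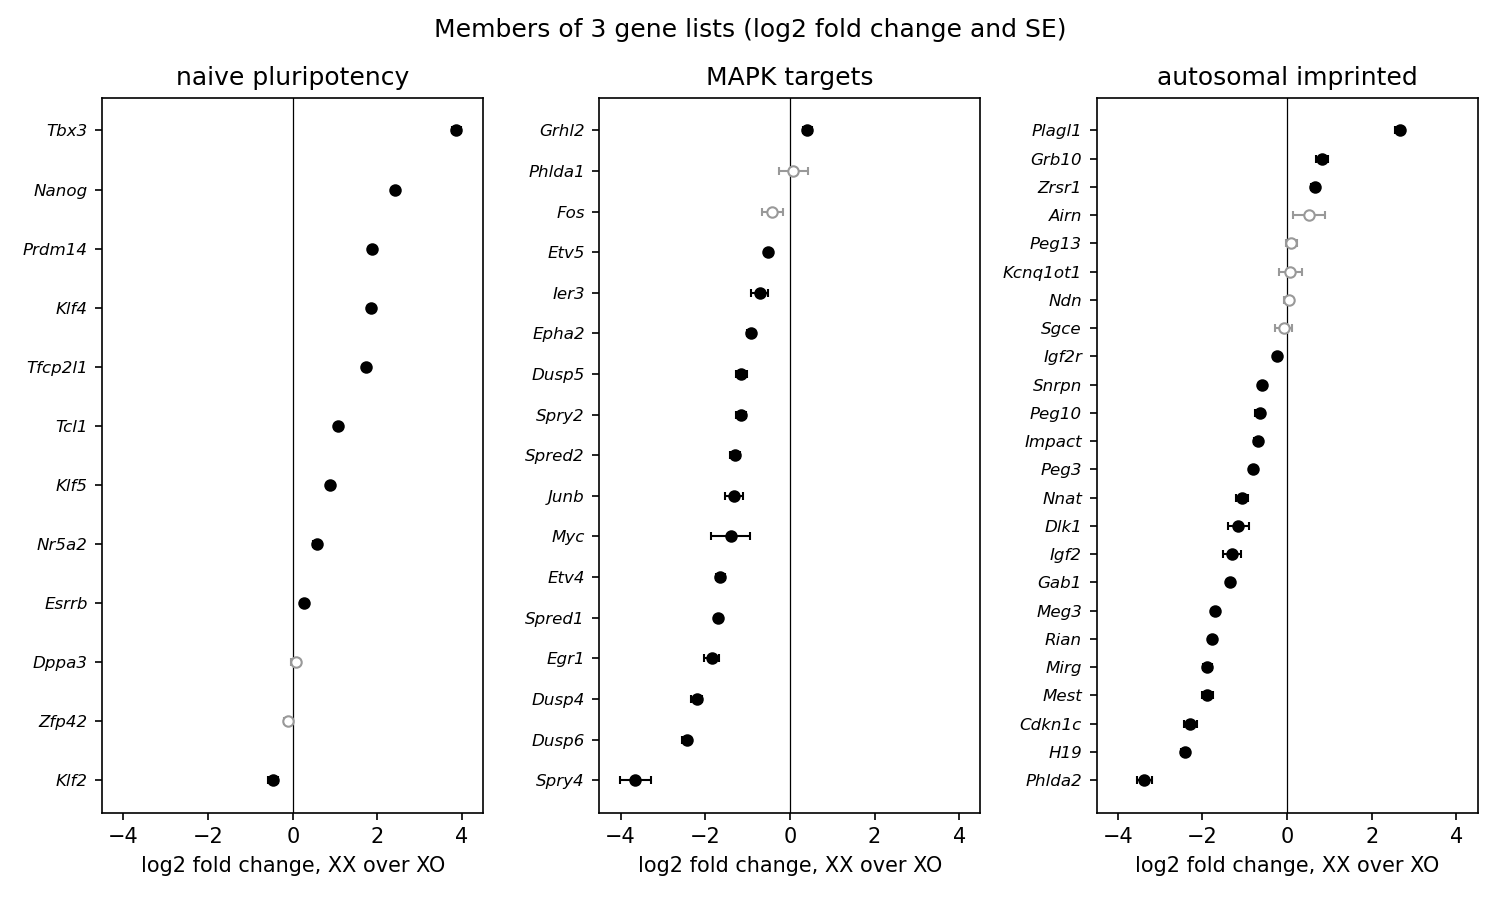
Log2 fold change of XX over XO (x axis) with its SE for each tested member of 3 gene lists (y axis); filled points passed edgeR's test at an adjusted p under 0.05 and open points did not. Of the naive factors 9 of 12 passed to the right, and of the MAPK targets 14 of 17 and the imprinted genes 16 of 24 passed to the left.

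Both lists stood apart from other genes in camera with a preset correlation of 0.01 (adjusted p = 1.3e-11 for naive factors and 7.16e-09 for MAPK targets). Neither passed with an estimated correlation (adjusted p = 0.123 and adjusted p = 0.169). Nanog and Dppa3 lie in a part of chromosome 6 where most genes were higher in XX, as described further on. Klf2, Zfp42, Dusp4 and the MAPK target Junb lie on chromosome 8, where most were lower. Without members in shifted chromosomes or windows, both lists still passed with the preset correlation. This argues against the regional shifts as the whole cause of either list's difference. Over the alternatives the medians ran from 0.88 to 1.01 for naive factors and from -1.42 to -1.14 for MAPK targets. Without XO replicate 3, Zfp42 passed (adjusted p = 0.0447; 0.0447 to 0.611 over the alternatives).

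Across the autosomes, 6056 of 16920 tested genes passed the test and changed by over 0.5 on the log2 scale, 3175 higher and 2881 lower in XX. Over all chromosomes 9483 of 17616 genes passed the test, 4844 higher and 4639 lower. The autosomal genes furthest up included Pramel7, a gene of the preimplantation embryo that rose 155-fold, Klrb1c (213-fold) and Iqca (238-fold). The T cell receptor subunit genes Cd3g and Cd3d were among them, Cd3g with 905 counts in XX and 3 in XO (ratio 324, 95% counting interval 111 to 1575). Lmo3, a LIM domain gene, had 1058 and 1 (ratio 1137, interval 204 to 44941), Hsd11b1 480 and 1 (ratio 516, interval 92.1 to 20412) and Aqp8 485 and 2 (ratio 261, interval 71.7 to 2158). Klrb1c and Lmo3 lie in the part of chromosome 6 that holds Nanog. Those furthest down were Kcnj3, at a log2 fold change of -5.49 ± 0.35 (SE), Acta2 at -5.47 ± 0.41, the repressor Zeb2 at -5.24 ± 0.26, Jakmip2 at -5.23 ± 0.46, Has2 at -5.10 ± 0.33, Vrtn at -5.06 ± 0.29, Plac8 at -4.86 ± 0.24 and Adm at -4.73 ± 0.84. Without XO replicate 1, Lmo3 and Aqp8 had no XO count and were at least 252-fold and 116-fold higher. The ratio for Cd3g was then 648 (1 XO count, interval 116 to 25607). Without XO replicate 3, Hsd11b1 was at least 113-fold higher and Iqca at a log2 fold change of 8.78, against 7.90. Iqca then had 2 XO counts (ratio 504, interval 139 to 4169). Acta2 was at -6.43 without XX replicate 1 (2 XX counts, ratio 0.0103, interval 0.00125 to 0.0377). Adm was at -5.47 without XX replicate 2 (3 XX counts, ratio 0.0207, interval 0.00424 to 0.0613) and -3.93 without XO replicate 3. On log2(RPKM + 1), which shrinks the changes of low genes, only 1441 autosomal genes passed.

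Autosomal imprinted genes were mostly lower in XX, with 16 of 24 lower and 3 higher, also adjusted over the list alone. H19 fell by 2.40 ± 0.09 on the log2 scale (SE), and Meg3 and Rian, neighbouring noncoding RNAs on chromosome 12, by 1.70 ± 0.06 and 1.77 ± 0.08. Plagl1, an imprinted zinc finger gene, rose 6.33-fold instead. The list passed camera (adjusted p = 1.09e-07, and adjusted p = 0.13 with an estimated correlation). Primed pluripotency genes were split, with 5 of 8 lower and 2 higher, again with the same counts adjusted over the list alone (camera adjusted p = 0.0411, and adjusted p = 0.285 with an estimated correlation). The DNA methyltransferases Dnmt3b and Dnmt3a fell by 1.71 ± 0.08 and 1.10 ± 0.08 and Sox4 by 1.34 ± 0.09, while Zic2 rose 2.43-fold. Zic2 lies on chromosome 14 between 110 and 130 Mb, where most genes were higher in XX (median 1.18, against 1.28 for Zic2). The primed list's test did not pass without XX replicate 1 (adjusted p = 0.0555) or XX replicate 3 (adjusted p = 0.0536; 0.00159 to 0.285 over the alternatives).

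Germline genes were higher on balance, with 7 of 13 higher and 2 lower (camera adjusted p = 0.0109, and adjusted p = 0.285 with an estimated correlation), and the same counts adjusted over the list alone. Tuba3a, in the same part of chromosome 6 as Nanog, rose 13.0-fold, Dazl 5.72-fold and Stk31 3.28-fold, whereas Tdrd1 fell by 2.86 ± 0.23 (SE). Without members in shifted chromosomes or windows the germline list did not pass (adjusted p = 0.457, the highest of the alternatives; the lowest was 3.08e-05). Of 4 neuroectoderm genes only Pax6, an eye and forebrain regulator, changed, by -4.34 ± 0.16 (SE), and Nes, Sox3 and Sox1 did not pass, also adjusted over the list alone. The list passed camera (adjusted p = 0.0411, and adjusted p = 0.285 with an estimated correlation). It did not pass without XX replicate 1 (adjusted p = 0.0732) or XX replicate 3 (adjusted p = 0.0536; 0.0187 to 0.285 over the alternatives). With the replicate number as a block the list did not pass either (adjusted p = 0.0618). Nes passed without XX replicate 1 (adjusted p = 0.0301; 0.0301 to 0.508 over the alternatives).

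In the other lists no test against the remaining genes passed, although members changed. General pluripotency genes held 2 higher and 4 lower of 10 (4 and 4 adjusted over the list alone), with Fgf4 up 2.14-fold and Lin28a, an RNA-binding protein, at a log2 fold change of -1.39 ± 0.08 (SE). Components of the MAPK cascade held 6 higher and 9 lower of 20, among them the X-linked kinase gene Araf, up 2.18-fold, while Fgfr2 and Mapk3 were at -2.34 ± 0.12 and -1.68 ± 0.10. That list passed camera without XO replicate 1 (adjusted p = 0.0443), without XO replicate 3 (adjusted p = 0.0489) and without its X-linked member (adjusted p = 0.0187), against 0.0674 with all libraries and 0.00277 to 0.33 over the alternatives. DNA methylation genes held 4 higher and 5 lower of 12, with the dioxygenase gene Tet2 up 1.52-fold beside the lower Dnmt3a and Dnmt3b. LIF and Stat3 targets held 4 and 4 of 10, with Tfcp2l1 up 3.31-fold and Gbx2 at -3.07 ± 0.16, and Wnt targets 2 and 4 of 8, with Notum up 2.91-fold and Sp5 at -2.13 ± 0.37.

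Genes of stress and metabolism were split as well. The p53 targets held 3 higher and 3 lower of 10, with the cell cycle inhibitor gene Cdkn1a up 1.87-fold and Perp at a log2 fold change of -0.76 ± 0.10 (SE). The integrated stress response held 3 and 3 of 10, with the asparagine synthetase gene Asns up 2.07-fold and Sesn2 at -0.65 ± 0.15. Hypoxia and glycolysis genes held 1 higher and 6 lower of 12 (2 and 6 adjusted over the list alone), with Pdk1 at -1.63 ± 0.14 and Vegfa up 1.91-fold. The 2-cell genes, markers of a rare totipotent-like state, held 3 higher of 6. Markers of other cell types were at low levels or mixed. Primitive endoderm had 5 higher and 2 lower of 8, with the basement membrane collagen gene Col4a1 up 7.90-fold and Dab2 at -2.97 ± 0.27. Trophoblast had 2 and 2 of 5, with Krt18 at -1.36 ± 0.14, mesoderm 2 and 1 of 5, with Kdr up 3.70-fold from 0.481 CPM in XO, and fibroblast 2 higher of 3, with Col1a1 up 6.15-fold from 0.555 CPM. With 1 library left out, Tfap2c of the trophoblast list passed only without XO replicate 2, the 2-cell genes Zfp352 only without XX replicate 1 or XO replicate 3 and Usp17lc only without XX replicate 1, XX replicate 3 or XO replicate 3, and Trib3 of the stress response only without XX replicate 1, XO replicate 1 or XO replicate 3 (adjusted p up to 0.139, 0.163, 0.153 and 0.0683). Except where given, counts adjusted over the list alone were the same as over all genes. The median and the direction in camera differed in sign for mesoderm (median -0.28, camera up), trophoblast (0.13, down) and the integrated stress response (-0.13, up), and the LIF and Stat3 list had a median of 0.13 and a mean of -0.05.

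The fourth comparison followed fold changes along the chromosomes. Chromosome 8 stood apart among the autosomes: its 917 tested genes had a median log2 fold change of -0.57, 577 lower and 91 higher in XX. The 131 genes before 25 Mb, a limit chosen after the values were seen, had a median of -0.0066. Among the 3 most abundant members, Cnot1 of the deadenylase complex was at -0.65 ± 0.07 (SE), the ribosome recycling factor Abce1 at -0.61 ± 0.07 and the alanyl-tRNA synthetase Aars at -0.53 ± 0.07. The 168 genes of chromosome 6 between 120 and 140 Mb were higher in XX (median 0.83, 118 higher and 2 lower), with the glucose transporter Slc2a3 2.46-fold, Gapdh 1.44-fold, the chaperone Fkbp4 1.77-fold, Strap 2.64-fold, Ybx3 1.44-fold and the MAPK phosphatase Dusp16 7.25-fold higher. With no filter on low counts the medians were -0.33 for chromosome 8 and 1.27 for the chromosome 6 part.

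**Figure D3:**
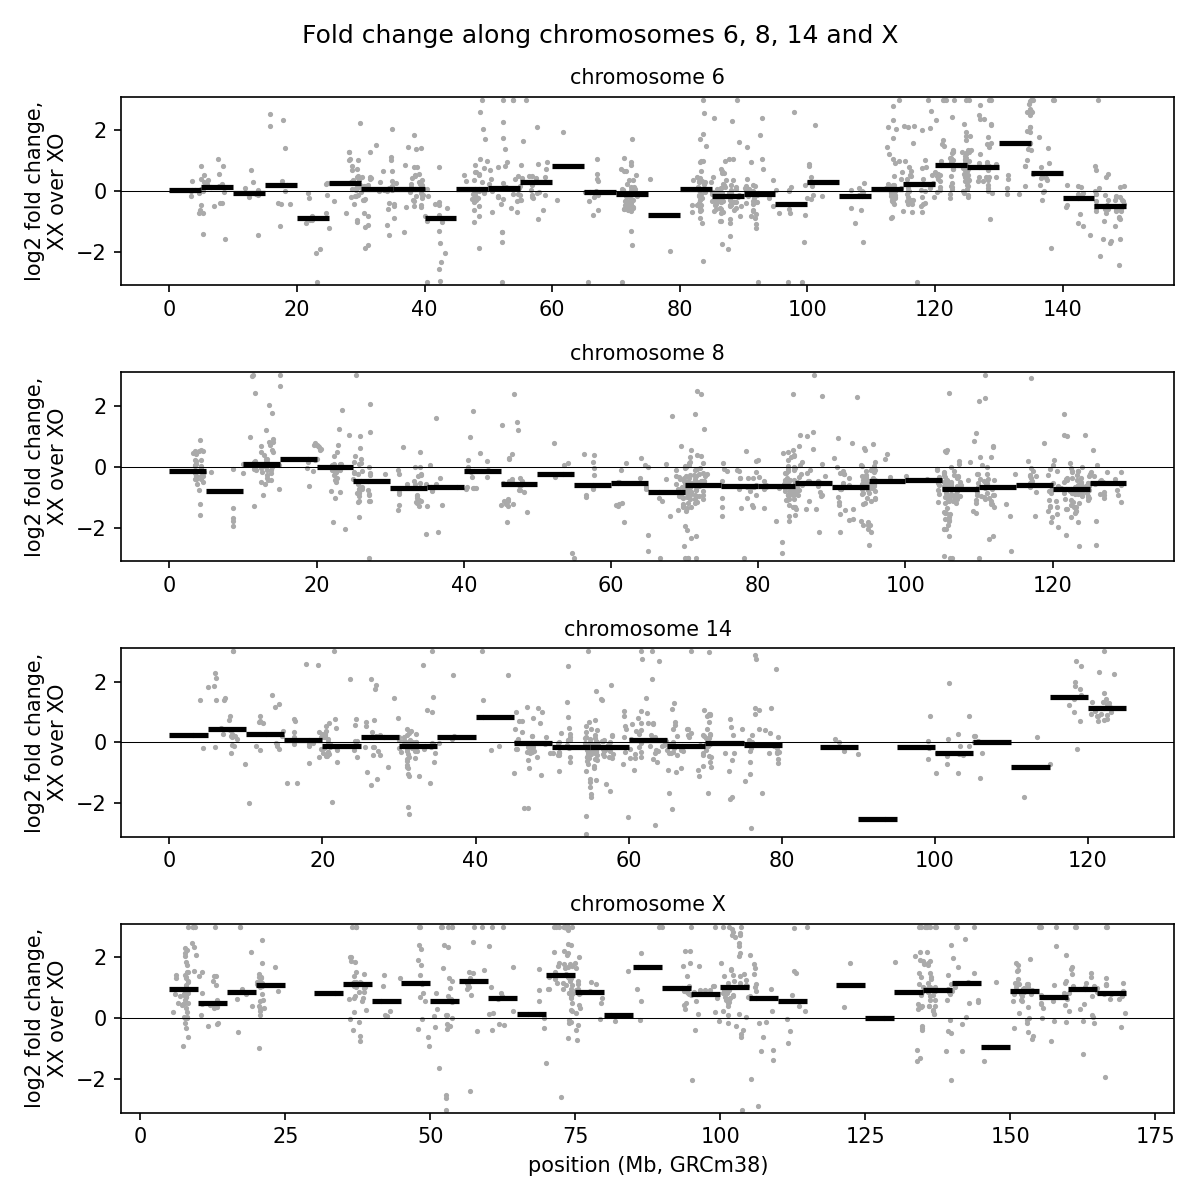
Log2 fold change of XX over XO (y axis, single genes beyond 3 drawn at the edge) against position in Mb (x axis) on chromosomes 6, 8, 14 and X; grey points are genes and black lines medians of 5 Mb bins. Chromosome 8 ran below 0 from about 25 Mb on, and a part of chromosome 6 and the end of chromosome 14 above 0.

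In camera over autosomes, 1 of 19 passed, chromosome 8 (adjusted p = 1.04e-13, and adjusted p = 0.02 with an estimated correlation). Of 249 windows of 10 Mb, 25 passed with the preset correlation, and 2 with an estimated correlation, both in the chromosome 6 part (adjusted p = 0.0435 and 0.0436). Chromosome 14 between 110 and 130 Mb, singled out after its values were seen, had a median of 1.18 over 35 genes (30 higher and 2 lower), with the importin gene Ipo5 2.04-fold and Tm9sf2 2.18-fold higher in XX.

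**Figure D4:**
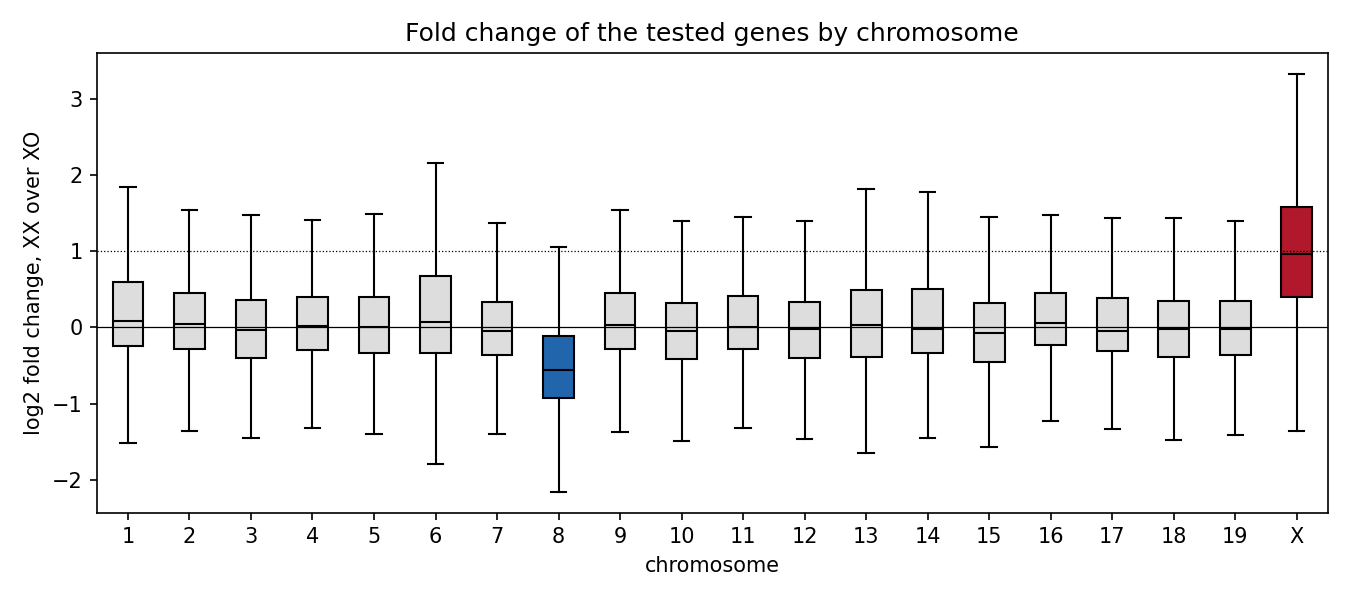
Log2 fold change of XX over XO (y axis) of the tested genes of each chromosome (x axis); boxes span the quartiles, lines are medians and whiskers reach the furthest gene within 1.5 times the box height, with genes beyond left out. The dotted line marks 2-fold. The X chromosome lay near 0.96 and chromosome 8 at -0.57.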

Values the study reported

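The study reported that Dusp9 was expressed 4.2-fold and Klhl13 3.2-fold higher in XX than in XO cells. For Stag2 it gave a mean fold change of 1.1. X-linked genes were described as about 2-fold higher in XX cells.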

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

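No group had the 4 libraries that a test for outlying samples needs. The values that follow lie in parts of the data that the comparisons did not use. Fragments in no counted gene feature made up 25.6% of uniquely mapped fragments in XX and 22.0% in XO (SD 0.997 and 1.25, n = 3; exact permutation test, p = 0.1, the smallest possible). Fragments mapping to several places reached 13.6% of a library. Genes on the Y chromosome had up to 129 counts in a library although the female line carries no Y chromosome, and these fell almost wholly on Gm47283 (275 counts over all libraries) and the pseudogene Gm20775 (274 counts), while the 7 listed Y-linked genes had 0.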

How the results depend on the processing

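The count of all changed genes ran from 7857 to 10228 over the alternatives, and the candidate genes kept their direction in each. On log2(RPKM + 1), 1441 autosomal genes passed against 6056, and the X-linked median was 0.33, against 0.73 on log2(RPKM + 0.1), 1.13 with no filter and 0.96 as reported. X-linked genes above and below 2-fold numbered 53 and 520 on log2(RPKM + 1). With an estimated correlation 0 lists passed against 9, the naive, MAPK target and imprinted lists among those lost (medians 0.97, -1.30 and -0.75; adjusted p = 0.123, 0.169 and 0.13). The screen candidates and the neuroectoderm list were lost although their estimated correlations were negative (-0.085 and -0.24). The rest of the 9 had positive estimates. The losses therefore cannot be laid to correlation among members alone, and this setting does not decide whether the lists stand apart. Windows past the test numbered 2 with an estimated correlation, 16 with no filter and 12 where the windows were 20 Mb. Removing a trend on GC content and length, added after seeing the data, moved the chromosome 6 median from 0.83 to 0.71 and that of chromosome 8 from -0.57 to -0.66, and with no filter these medians were 1.27 and -0.33. With a library left out, Stag2 lay between 0.041 and 0.20 and passed only without XX replicate 1. Calls of Tfap2c, Usp17lc, Zfp352 and Trib3, members of the trophoblast, 2-cell and stress lists, were lost under several alternatives (adjusted p up to 0.139, 0.153, 0.163 and 0.0683). Those of Esrrb and Grhl2 were lost on log2(RPKM + 0.1) (adjusted p = 0.0517 and 0.0533), and that of Esrrb also on log2(RPKM + 1) (adjusted p = 0.0539). Of 130 changed genes followed through the alternatives, 64 had a fold smaller by over 1.5 times on log2(RPKM + 1) and 42 on log2(RPKM + 0.1), scales that shrink low genes. Apart from that shrinkage, the cause of these changes was not tested.

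Changes of sign were seen where neither value passed a test, and their cause was not tested. With no filter the trophoblast and mesoderm medians were -0.30 and 0.78, and without shifted regions the trophoblast and LIF and Stat3 target medians were -0.28 and -0.065. With a library left out, Sox1 ran from -0.15 to 0.093, Sox3 from -0.076 to 0.35, Pdgfrb from -0.083 to 0.63, Dppa3 from -0.099 to 0.16 and Nr0b1 from -0.18 to 0.0077. Medians ran from -0.091 to 0.0053 for general pluripotency, -0.021 to 0.19 for trophoblast and -0.0014 to 0.15 for p53 targets. The replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated at 0.12, -0.05 and 0.32 across genes, and not every library correlated best with its own number. With the replicate block the neuroectoderm list no longer passed (adjusted p = 0.0618), and no other list or named gene changed its call. Depth limits genes with few counts. In the simulation, which changed few genes, 38.4% of changes of 0.5 on the log2 scale were recovered, a share that need not hold for the real data.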

Other observations

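The gene families, grouped by symbol, and the tests of chromosome 8 copy number, of Nanog and of other splits for all and for autosomal genes were chosen after the results were seen. The Xlr, Pramel and type IV collagen families hold genes already named for their large changes, so their tests partly repeat that choice. Of the families past camera, only Pramel and Pramef also passed with an estimated correlation. Of 61 replication-dependent histone genes, 31 were lower in XX and 0 higher (median -0.82; camera adjusted p = 3.41e-05 over 12 families; adjusted p = 0.592 with an estimated correlation). All 10 tested Xlr genes were higher (median 7.02, adjusted p = 2.39e-30; adjusted p = 0.0602 with an estimated correlation). Of 8 Pramel and Pramef genes 7 were higher (median 3.53, or 2.81 with Pramel3, which had 0 counts in XO, at its bound; adjusted p = 5.43e-12; adjusted p = 0.0329 with an estimated correlation). Of 17 Hox genes 13 were higher and 3 lower, and of 27 protocadherins 2 were higher and 20 lower (adjusted p = 0.0156 and 0.00217; adjusted p = 0.322 for both with an estimated correlation). Ribosomal protein genes, with 8 higher and 20 lower of 84, did not pass (adjusted p = 0.248), nor did genes of the proteasome, respiratory complex I, the mitochondrial genome and the CCT chaperonin (adjusted p = 0.215, 0.215, 0.329 and 0.155). Type IV collagens, with Col4a1 and Col4a2 higher and Col4a5 not past the test, and the Rhox cluster, with 4 higher and 2 lower of 6, passed (adjusted p = 1.04e-07 and 0.00235; adjusted p = 0.0602 and 0.224 with an estimated correlation).

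Genes of chromosome 8 were lower in XX. Removing a trend on GC content and transcript length left the median at -0.66, which argues against that trend as the cause. A candidate explanation is 1 more copy beyond 25 Mb in XO, which predicts -0.58. The median of 448 genes there at a mean of 10 CPM or more was -0.65 (95% bootstrap interval -0.68 to -0.60), beyond the prediction. That interval resampled genes only. The median of the whole chromosome had an SD of 0.033 between libraries, so the miss cannot decide. Set against 8137 other autosomal genes at that level, whose median was -0.04 and not 0, the median beyond 25 Mb was -0.60 (-0.64 to -0.56). This reference was chosen after the first interval was seen, so a copy difference stays open. The study karyotyped cell lines from DNA, and its karyotypes were not compared with these counts. Summed per 100 counts of other autosomal genes, the part beyond 25 Mb gave 5.76 ± 0.0562 in XO and 3.83 ± 0.0708 in XX (SD, n = 3), a ratio of 1.51. The part before 25 Mb gave 0.480 ± 0.00432 in XO and 0.510 ± 0.00431 in XX, a ratio of 0.942.

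Genes of chromosome 6 from 120 to 140 Mb were higher in XX, and a trend on GC content and length left their median at 0.71, against that trend as the whole cause. Nanog (122707489 to 122714633) exceeded the region's median of 0.83 by 1.58 on the log2 scale, with an SE of 0.07 and a spread of 0.75 (MAD), which argues against an even regional shift as the whole cause of its difference. It was not alone, since 23 of the 168 genes, Nanog included, rose as much. Summed in the same way as chromosome 8, the region gave 2.28 ± 0.0321 in XX and 1.14 ± 0.0542 in XO (SD, n = 3), a ratio of 2.00. For chromosome 14 between 110 and 130 Mb the ratio of XX to XO was 1.94. A gain of the chromosome 6 region in XX may contribute and stays open.

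Many autosomal genes changed. Outside chromosomes and windows with a median over 0.2 from 0, 33.0% of genes still passed, and without XX replicate 3, the library with most detected genes, 5808 did, which argues against regional copy number and that library as the whole cause. The number of X chromosomes and other differences between the XX cells and their XO derivative stay open, as untested.

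With 3 against 3 libraries there are 10 splits, too few for a share under 0.05. The real split gave 9483 changed genes, 6056 autosomal and 529 X-linked ones, candidates among them, and 1 of the 10 splits, the real one, gave as many; the highest of the other splits was 0 in edgeR for each of these, with up to 860 genes at an unadjusted p under 0.05. Lists past camera numbered 9 against at most 5 (1 of 10 splits). Departures from 2-fold numbered 444 against at most 314. The other splits mix XX and XO libraries, where 2-fold is not the difference to be met, so this count cannot decide. Chromosome 8 was the chromosome past camera in all 10 splits. Every other split sets 2 libraries of a group against 1, so that its difference does not cancel.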
